A study of Homo sapiens with 2 samples. Its data were reported in "Autophagy unrelated transcriptional mechanisms of hydroxychloroquine resistance revealed by integrated multi-omics of evolved cancer cells" (2024).

How the data were processed

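Gene counts per cell were measured by droplet single-cell RNA sequencing in 2 pools of cultured cells, labelled OVCAR3 and CCL218, each with control and HCQ-evolved cells told apart by antibody hashtags. The counts were made by the authors, who used Partek Flow to separate hashtags, align reads to hg38 and remove contaminants and doublets, and deposited 1 table of counts per line. Versions of Partek Flow and of the reference were not given in the sources used here, and neither was the collapsing of duplicate molecules. The lowest-expressed genes had a variance over mean of 1.09 and 1.16 across cells, close to what counting gives. The tables held only broadly detected genes, 1882 and 1240, by a filter that was not given in the sources used here. Absence of a gene from a table is therefore no evidence that it was silent.

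Cells over 7.5% mitochondrial counts, or under 1500 genes in OVCAR3 and 1000 genes in CCL218, were left out, which are the study's limits. This removed 42 control and 42 HCQ-evolved cells of OVCAR3, and 47 and 155 of CCL218. The limits were applied here to tables already cut to broadly detected genes. Barcode numbers before this step equalled the cell numbers that the study reported, so these removals are not the study's own. No cell occurred in more than 1 copy. Genes were placed on hg38 with GENCODE v44, which placed 1877 of 1882 and 1240 of 1240 genes, 33 and 19 of them through an older symbol.

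The labels named several pools per line but the tables did not assign cells to them, so cells of a condition were summed to 1 profile. Each comparison set 1 profile against 1, with no test between conditions. CPM was computed over all genes of a table, or over the 1230 shared genes between lines, and log2 ratios used a prior of 1 CPM. Poisson and binomial intervals at 95% cover counting error. Gene lists were set against 10000 random lists matched on expression in 20 bins, with at least 5 measured members, and chromosomes with at least 10 genes against random gene sets. A list that lay outside percentiles 2.5 to 97.5 was called outside the random range, which compares genes and not replicates. The lists, 35 of which 1 holds genes that the study named, and 6 marker lists, were fixed before the data were examined, as were the comparisons, the rule for named genes and most alternatives.

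Genes were named by rule. These were the 12 highest and 12 lowest ratios per line among genes of at least 50 CPM and 100 counts, or 100 CPM between lines, the 3 members of each list farthest from 0 with at least 20 CPM, the 12 genes that spread most over cells among those with a mean of at least 0.5 counts at the fixed depth, and the genes that the study named. Spread over cells was measured after thinning to 12582 counts per cell, which left 780, 700, 630 and 3430 cells. Clusters came from Leiden clustering on 30 principal components and 15 neighbours after regression of phase scores, raising the resolution from 0.1 in steps of 0.05. Positions of single cells on a chromosome's score were split by a 2-part mixture fitted to control cells. Segment bounds were drawn after the ratios were seen.

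Median counts per kept cell were 23973, 22846, 23528 and 18131. At these depths counting error alone gave a 90th percentile of the absolute log2 ratio of 0.06 in OVCAR3 and 0.04 in CCL218. The scripts were tested on summed counts drawn with Poisson error alone from the real means, with 200 genes changed. Spread between cells beyond counting and differences between cultures were not simulated. The shares that follow therefore hold for counting error only and do not give what could be detected in the real cells. Intervals held the planted value in 95.3% (OVCAR3, 1882 genes) and 95.2% (CCL218, 1240 genes), and a planted fold of 1.1 was told from no change in 96% and 100% of genes. A list of 20 genes shifted by 0.2 on the log2 scale came out at percentile 100 in both.

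Alternatives included another scaling, other bins and priors, every barcode, G1 cells alone, other thinning and cluster settings. Matched depth, a mean over cells and a correction for GC content with a running median over 101 genes were added after the data were seen. So were subtraction of 10 neighbouring genes and windows of 11 genes. Matched depth kept cells with totals between the lower and upper quartile of a line's kept cells. These ranges were 19341 to 29820 counts in OVCAR3 and 15212 to 23971 in CCL218, and the conditions were not matched further inside them. Reads shared with pseudogenes or relatives leave ribosomal protein genes, FTH1, HLA-C, tubulins and metallothioneins uncertain, and the antisense HOTAIRM1 depends on strand handling that was not given in the sources used here. Bulk RNA sequencing, exome sequencing and the CRISPR-Cas9 screen of the study were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 were used, with seed 1.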

Results

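Single-cell RNA profiles were examined from 2 pools of cultured cancer cells. One pool was labelled OVCAR3, a cell line from a high-grade serous ovarian cancer, and the other CCL218, a colorectal cancer cell line. Each pool held control cells and HCQ-evolved cells. HCQ is hydroxychloroquine, a weak base that accumulates in lysosomes and blocks the last steps of autophagy. HCQ-evolved cells had passed through 15 pulse-chases with 48 h of drug each, then 7 days without drug. Antibody hashtags told the conditions apart inside a pool, so both conditions of a line shared 1 droplet run (10x Genomics 3′ chemistry, which counts the ends of polyadenylated transcripts).

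The OVCAR3 table held 831 control and 754 HCQ-evolved barcodes over 1882 genes. The CCL218 table held 704 control and 4008 HCQ-evolved barcodes over 1240 genes. These barcode numbers equal the cell numbers that the study reported. After its limits on mitochondrial share and on genes per cell were applied to these tables, 789, 712, 657 and 3853 cells remained in that order. Median counts per kept cell were 23973 and 22846 in OVCAR3 control and HCQ-evolved cells, and 23528 and 18131 in the CCL218 pair. Summed counts were 20989922, 17661831, 16567977 and 76472094. Over all kept cells the total per cell ran from 11096 to 87902 in OVCAR3 and from 5499 to 148030 in CCL218. The tables did not name the culture of origin of a cell, so each line gave 1 control and 1 HCQ-evolved profile. There were no replicates, no difference between conditions could be tested, and all intervals below are 95% intervals that cover counting error only. Levels are CPM, the count of a gene scaled to the same table total in every profile, and ratios are log2 of HCQ-evolved over control unless another direction is given.

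The OVCAR3 comparison asked which transcripts stood apart after repeated HCQ exposure in the pool labelled OVCAR3. S100A2, which encodes a calcium-binding protein of epithelial cells, had the highest ratio. It stood at 558 CPM in control cells and 965 CPM in HCQ-evolved cells, a log2 ratio of 0.79 (0.76 to 0.83; hg38 chromosome 1, 153561108 to 153567890). PMEPA1, a membrane protein gene induced by TGF-beta, followed at 275 and 425 CPM (0.62; chromosome 20, 57648392 to 57711536). WFDC2, the gene of the ovarian cancer serum marker HE4, stood at 138 and 198 CPM (0.52; chromosome 20, 45469753 to 45481532). The lowest ratio belonged to ANTKMT, a mitochondrial lysine methyltransferase gene, at 167 and 103 CPM (-0.70; chromosome 16, 720581 to 722590).

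MYC, the growth-promoting transcription factor, was lower in HCQ-evolved OVCAR3 cells at 137 against 95.4 CPM (-0.52, interval -0.61 to -0.44; chromosome 8, 127735434 to 127742951). TUBA4A, a tubulin gene, had a ratio of -0.52, and TMEM141 stood at 389 against 274 CPM (-0.51; chromosome 9, 136791344 to 136793317). PMPCA (-0.45) and MRPS2 (-0.37), which serve mitochondrial protein import and the mitochondrial ribosome, and TUBB4B (-0.35) lie on chromosome 9 as well. The other low genes were PYGB, a glycogen phosphorylase (-0.42), NOP58 (-0.37), the proteasome gene PSMB1 (-0.35), the autophagosome gene MAP1LC3B (-0.33) and HLA-C (-0.32). Among the other high genes, NAMPT of NAD salvage (0.40), FAM3C (0.37), the Arp2/3 complex gene ARPC1B (0.36) and the long non-coding HOTAIRM1 (0.34) lie on chromosome 7. PTMS (0.46), the lysosomal sulfatase gene IDS (0.40), SFTA2 (0.37), GARS (0.37) and TMEM87A (0.33) completed the 12 highest, and their chromosomes are not given here. Over all 1882 genes the median absolute ratio was 0.08 and the 90th percentile 0.20 (0.19 to 0.20), against 0.06 from counting error alone.

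Gene lists fixed before the data were examined grouped these values. Ribosome biogenesis genes were lower in HCQ-evolved OVCAR3 cells in 13 of 14 measured members, with a median ratio of -0.15. NOP58 (-0.37), NOP16 (-0.32) and GAR1 (-0.22) led them. Heat shock genes were lower in 12 of 13 members (median -0.12), including HSPE1 (-0.25), HSPA8 (-0.20) and HSPD1 (-0.20), all protein-folding chaperones. The telomere maintenance list was lower in all 11 members (median -0.14), with GAR1, CCT5 (-0.22) and DKC1 (-0.18) at the front. GAR1, DKC1 and others of its members are also ribosome biogenesis genes, and CCT5 encodes a subunit of a general folding complex.

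Mitochondrially encoded transcripts were higher in 9 of 11 members (median 0.16), with MT-ATP6 at 0.29 and MT-CYB at 0.27. S phase genes were higher in 9 of 12 (median 0.08), among them RFC2 (0.21), NASP (0.14) and DSCC1 (0.12). DNA repair genes were higher in 3 of 5 (median 0.15), led by PRKDC (0.25), RPA3 (0.19) and XRCC6 (0.15). The medians of these 6 lists lay outside the central 95% of 10000 random lists of equal size and matched expression. Their percentiles were 0.01, 0.075 and 0.025 for the lower lists and 99.98, 98.6 and 99.1 for the higher ones. Among cells of matched depth, a setting added after the data were seen, S phase (92.1) and DNA repair (86.1) fell back inside the random range. With G1 cells alone the S phase median was -0.04 and DNA repair lay at percentile 96.6 with a median of 0.14. After subtraction of neighbouring genes, added after the data were seen, the DNA repair median was 0.027 (71.1), with RPA3 on chromosome 7 and XRCC6 on chromosome 22.

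The other 19 of the 25 lists tested in OVCAR3 lay inside the random range. Glycolysis genes were lower in 10 of 11 members, among them LDHB (-0.26), ENO1 (-0.14) and GAPDH (-0.14), with a median of -0.08 at percentile 3.87. This list lay below the random range among G1 cells (-0.21), with 10 expression bins (2.35) and after subtraction of neighbouring genes (-0.067). The autophagy list (median -0.05, percentile 30.3), the lysosome list (-0.02, 58.7) and the proton pump of the lysosome, V-ATPase (-0.03, 36.5), sat well inside. Lysosome members went both ways, with the protease CTSD at 0.28 and CTSC at -0.20. Exocytosis genes were higher in 4 of 5 (median 0.11, 97.3), led by RAC1 (0.23) and RALA (0.20). RAC1 lies on chromosome 7, where 92 of 95 measured genes lay above the median ratio of all genes. The chromosome of RALA is not given here, so RALA is not shown to be separate from that shift. Actin genes were higher in 20 of 27 (0.02, 96.6), with ARPC1B (0.36) and ACTN4 (0.31) above ACTG1 (-0.19). Histone genes were higher in all 5 (0.10, 97.4), and oxidative phosphorylation genes encoded in the nucleus had a median of -0.04 (25.3). Exocytosis (0.16) and histone genes (0.19) lay above the range at matched depth, and actin (0.060) and histone genes (0.14) after subtraction of neighbouring genes. With every barcode actin (0.026) and histone genes (0.10) did so too.

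Proteasome genes were lower in 19 of 26 OVCAR3 members (-0.05, percentile 11.7). Endoplasmic reticulum chaperones (0.02, 86.0), antigen presentation (0.02, 84.6), NRF2 targets (-0.02, 49.4), cholesterol synthesis (-0.01, 44.8), the integrated stress response (0.00, 59.0), translation factors (-0.03, 43.9), kinetochore genes (0.00, 62.5) and G2M genes (0.04, 94.3) also lay inside. Kinetochore genes lay below the range among G1 cells (-0.22), which were chosen by low phase scores, and G2M genes above it at matched depth (0.14). Ribosomal protein genes of the large (-0.03, 22.2) and small subunit (-0.04, 11.4) were tested against random lists of which they made up 34.3% and 23.7%. Among lists with fewer than 5 measured members, cohesin genes included PDS5B at 0.31, interferon genes BST2 at 0.11 and LY6E at 0.09, and apoptosis genes BAX at 0.16. TMED10 of the Golgi list stood at -0.08, SLC2A1 of the hypoxia list at -0.07, IER3 of the immediate early list at -0.14, and FTH1, the iron store, at 0.05. Of the genes that the study named, which are not independent evidence where it chose them on these samples, 11 were measured. ENO1 was named from bulk sequencing. MYC (-0.52) and ARPC1B (0.36) stood farthest out, followed by ETS2 (-0.19), RAD21 (0.15), ENO1 (-0.14), CYCS (-0.12), ARPC1A (0.12), SMC3 (0.08), XBP1 (0.06), CEBPB (0.05) and ATF4 (0.03).

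In the CCL218 comparison CCND1, the gene of cyclin D1, had the highest ratio. It stood at 240 CPM in control and 423 CPM in HCQ-evolved cells, a log2 ratio of 0.82 (0.77 to 0.87; chromosome 11, 69641156 to 69654474). CTTN, which encodes the actin-binding cortactin, lies next to it and stood at 245 and 402 CPM (0.71; chromosome 11, 70398404 to 70436584). SNCG, the gene of gamma-synuclein, had the lowest ratio, at 794 in control and 424 CPM in HCQ-evolved cells (-0.90, interval -0.93 to -0.87; chromosome 10, 86958599 to 86963258).

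The remaining high genes of CCL218 fell mostly on 3 chromosomes. COA4 of cytochrome oxidase assembly (0.67), HIKESHI (0.46), MRPL21 (0.44) and the complex I genes NDUFV1 (0.42) and NDUFS8 (0.42) lie on chromosome 11. XRCC6 of DNA end joining (0.51), NDUFA6 (0.51) and SNU13 (0.50) lie on chromosome 22. GLO1, which detoxifies methylglyoxal, lies on chromosome 6 (0.51), and S100A10 on chromosome 1 (0.55). Among the low genes RPL21 (7112 and 4846 CPM, -0.55), POLR1D (-0.50), GTF3A (-0.47) and the proteasome assembly gene POMP (-0.46) lie close together on chromosome 13. HRAS (-0.40), CD59 (-0.40) and STARD10 (-0.43) lie on chromosome 11, and BRI3 (-0.41) and ARPC1A (-0.39) on chromosome 7. LCN2, an iron-scavenging lipocalin (-0.45), and NMB (-0.42) completed the 12 lowest. The median absolute ratio over 1240 genes was 0.08 and the 90th percentile 0.23 (0.23 to 0.24), against 0.04 from counting error alone.

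Endoplasmic reticulum chaperones were higher in HCQ-evolved CCL218 cells in all 9 members (median 0.19, percentile 99.9), with HSPA5 at 0.24, PDIA6 at 0.21 and HSP90B1 at 0.21. Ribosome biogenesis genes were higher in all 10 (0.14, 99.7), led by DDX21 (0.19), NCL (0.16) and NOP56 (0.15). The telomere maintenance list was higher in all 10 (0.17, 99.9), led by TCP1 (0.23), RUVBL1 (0.21) and CCT4 (0.19), which are assembly and folding factors. Heat shock genes were higher in 8 of 10 (0.10, 98.9), with HSP90AB1 at 0.32 and HSPH1, on chromosome 13, at -0.37. Proteasome genes were higher in 20 of 23 (0.10, 98.9), S phase genes in 5 of 5 (0.22, 99.8) with NASP at 0.32, and antigen presentation genes in 3 of 5 (0.16, 98.2). In that last list the higher members were PDIA3 (0.20), CANX (0.19) and CALR (0.16), which also fold proteins of the endoplasmic reticulum. Among G1 cells the medians of ribosome biogenesis (0.071, 89.9), telomere (0.095, 95.1), heat shock (0.019, 54.3) and proteasome genes (0.042, 70.5) were smaller and inside the random range, and the S phase median was -0.03. Antigen presentation kept its size there (0.17) at percentile 97.1. Random subsets of as many CCL218 cells kept only 2 to 8 of the 9 lists outside the range, so fewer cells alone could give such a number of losses.

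Lysosome genes were lower in 5 of 7 CCL218 members (median -0.11, percentile 0.595), including the proteases CTSC (-0.27) and CTSD (-0.25) but not LAPTM4A (0.21). The list fell inside the random range among G1 cells (median -0.086, percentile 3.61). It also did so after subtraction of neighbouring genes (median -0.039), a setting added after the data were seen. CTSC and CTSD lie on chromosome 11. NRF2 targets were lower in 6 of 9 (-0.07, 1.31), among them SQSTM1, the autophagy receptor p62 (-0.33), GPX2 (-0.27) and TALDO1 (-0.24). The other 11 of the 20 lists tested in CCL218 lay inside the random range. They were glycolysis (0.05, 73.9), G2M (-0.02, 11.3), large (-0.02, 17.3) and small ribosomal subunit (-0.02, 17.1), translation factors (0.07, 95.7), autophagy (0.00, 22.7), V-ATPase (-0.02, 17.3), nuclear oxidative phosphorylation (0.00, 3.65), mitochondrially encoded (0.01, 59.0), DNA repair (0.13, 94.4) and actin (0.01, 26.1). The large and small subunit lists made up 32.4% and 27.8% of the genes that their random lists were drawn from. Their percentiles could thus hardly show a shift. Large-subunit genes were lower in 32 of 44 members and fell from 19.5% to 18.9% of all counts. Small-subunit genes were lower in 20 of 32 and fell from 15.7% to 15.4%. At matched depth mitochondrially encoded genes (-0.067) and nuclear oxidative phosphorylation (-0.011) lay below the range. Too few members were measured for the rest. Among those were the ferritin genes FTH1 (-0.36) and FTL (-0.25), the cholesterol gene FDPS (0.24), SMC1A of cohesin (0.15), MAD2L1 of the kinetochore (0.09), BID of apoptosis (-0.13), CDC42 of exocytosis (0.10), TMED2 of the Golgi (0.15) and MTHFD2 of the stress response (0.16). The interferon gene ISG15 stood at -0.30, and at 0.28 among cells of matched depth. Its counts sat in few cells, with 37.7% of control counts in 6 of 657 cells. No member of the condensin or drug efflux lists was in either table.

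At matched depth the antigen presentation (median 0.14), proteasome (0.10, percentile 96.8) and NRF2 lists (-0.042, 7.83) of CCL218 fell back inside the random range, with the proteasome median as large as among all cells. Of the genes that the study named, with the same limit, 9 were measured in CCL218. ARPC1A (-0.39) and ARPC1B (-0.37) stood farthest out, followed by CEBPB (-0.16), XBP1 (0.12), ETS2 (0.11), CYCS (0.10), ENO1 (0.09), SMC3 (0.09) and RAD21 (0.02).

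**Figure D1:**
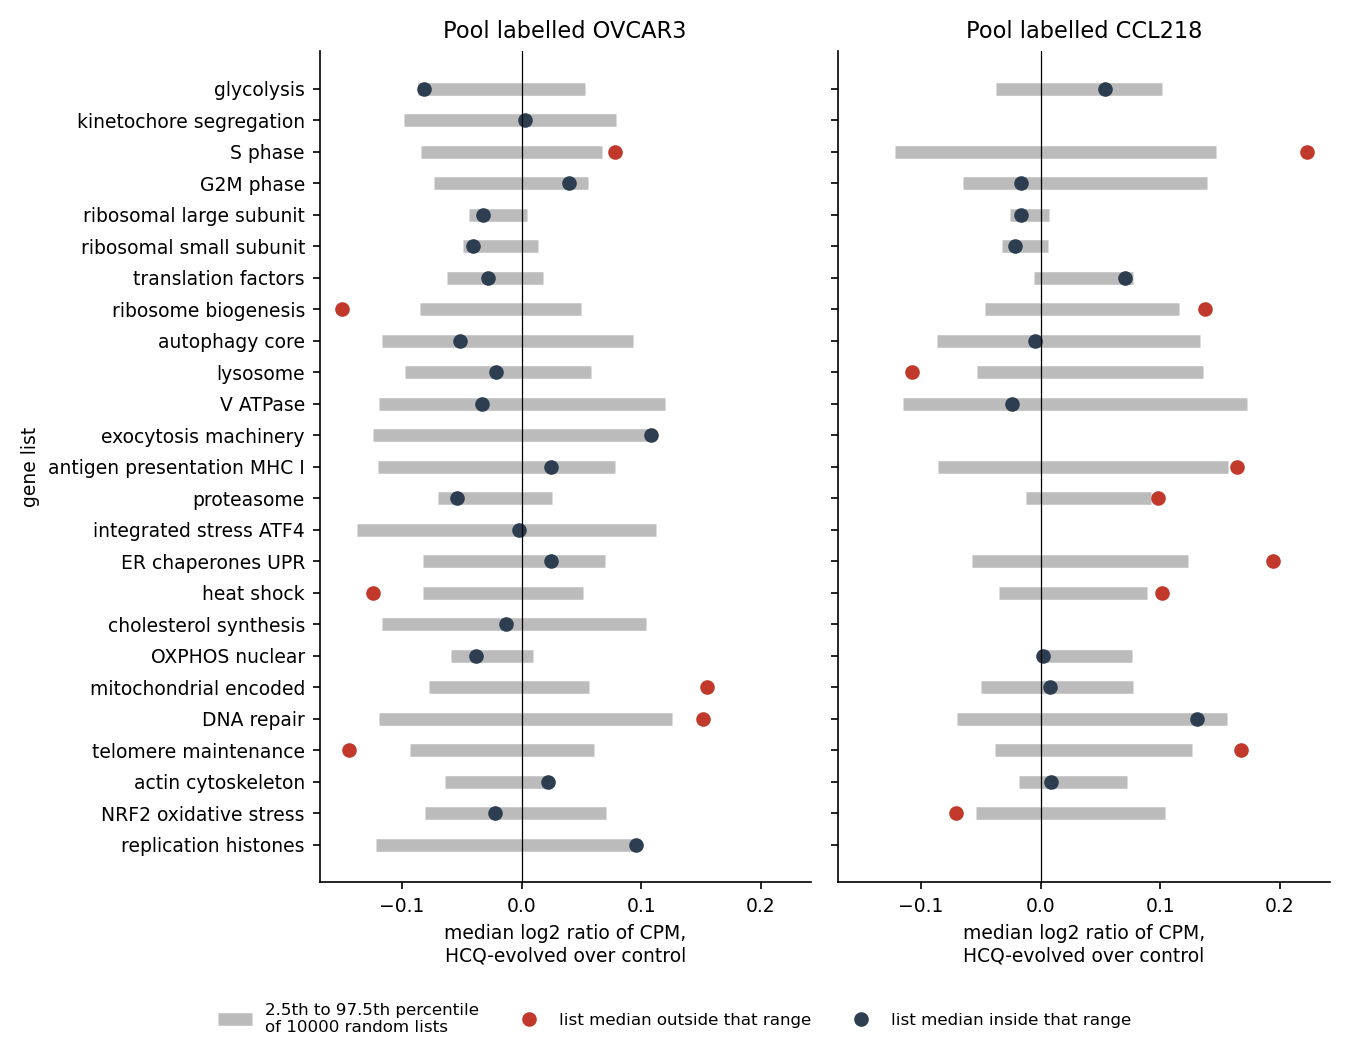
Median log2 ratio of HCQ-evolved over control for each gene list with at least 5 measured genes (points), beside the central 95% of 10000 random lists of equal size and matched expression (grey bars), in the pools labelled OVCAR3 and CCL218. Ribosome biogenesis lay at -0.15 in OVCAR3 and 0.14 in CCL218, outside the grey bar in both.

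The same comparisons were set along the genome, to ask whether whole chromosomes stood apart. In OVCAR3, 92 of 95 measured genes of chromosome 7 lay above the median ratio of all genes, and the chromosome's median was 0.18 above it. Chromosomes 22 (0.11), 13 (0.08), 8 (0.07), 15 (0.06) and 19 (0.04) also lay above, and 21 (-0.09), 9 (-0.05), 6 (-0.04), 4 (-0.04) and 20 (-0.03) below the central 95% of random gene sets. In CCL218, chromosomes 22 (0.16) and 6 (0.13) lay above, with 1 (0.03) just outside the range, and 11 (-0.22), 13 (-0.19) and 7 (-0.09) below. Chromosome 1 of CCL218 and chromosomes 4, 6 and 20 of OVCAR3 fell back inside the range under at least 1 other setting.

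**Figure D2:**
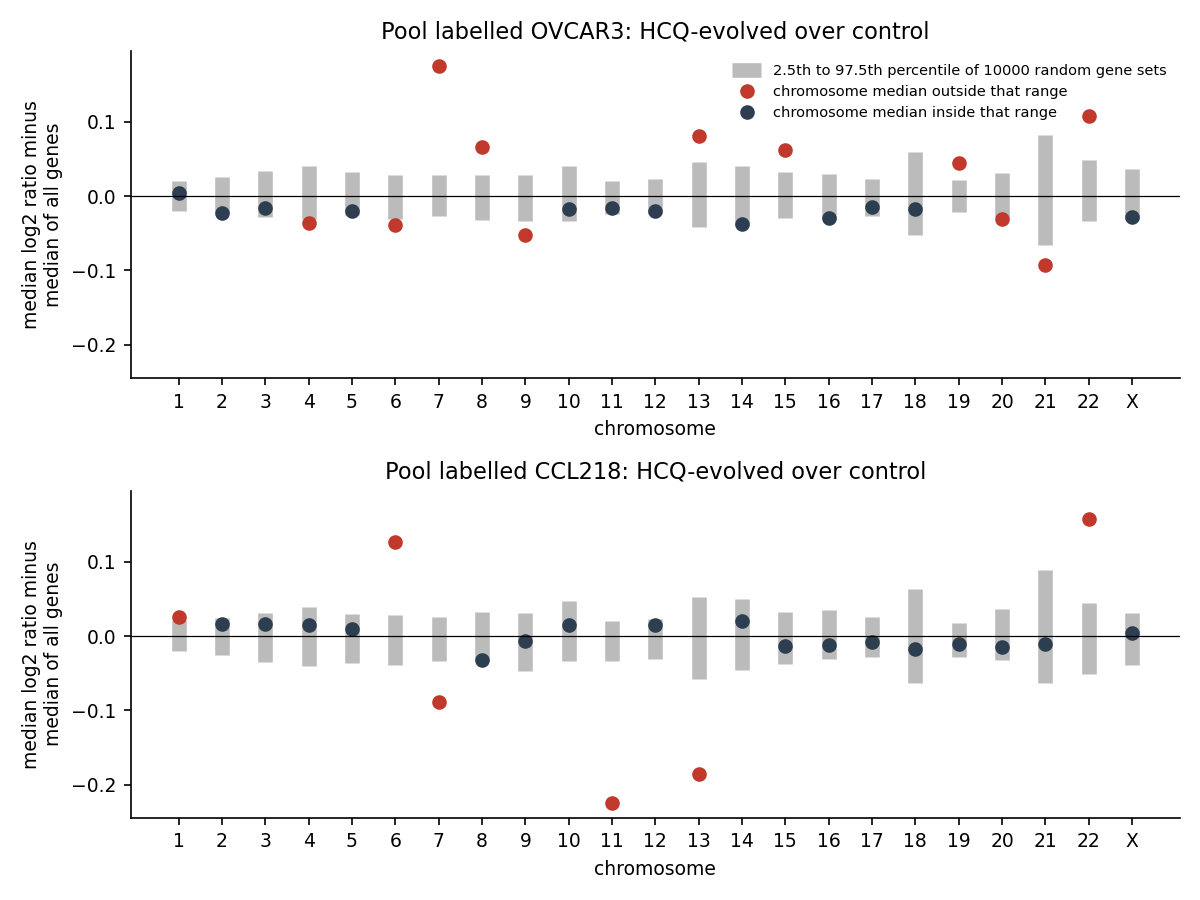
Median log2 ratio of HCQ-evolved over control per chromosome, relative to the median of all genes (points), beside the central 95% of 10000 random gene sets (grey bars). Chromosome 7 stood at 0.18 in the pool labelled OVCAR3 and at -0.09 in the pool labelled CCL218, and chromosome 22 at 0.11 and 0.16.

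Chromosome 11 of CCL218 was split. From PSMD13 to MRPL11 (236966 to 66466738) 53 of 55 genes had a ratio below 0, with a median of -0.22. From PPP1CA to CTTN (67398181 to 70436584) all 8 genes had a ratio above 0, with a median of 0.42 and a range from 0.31 to 0.82. In OVCAR3 all 17 genes from NTMT1 to MRPL41 at the end of chromosome 9 (129608884 to 137552555) were lower, with a median of -0.21. The bounds of these 3 segments were drawn after the ratios were seen. On chromosome 11 they were set where the sign of the ratio switched, so the near-uniform signs inside its segments follow from that choice. Chromosome 7 of CCL218 was split as well, with 29 of 67 genes above the median of all genes. Windows of 11 genes were also added after the data were seen. All 11 from NUDT1 to TOMM7 (2242226 to 22822849) lay above the median of all genes (window median 0.14). From BUD23 to ARPC1B (73683597 to 99394816) 0 of 11 did (-0.26). On chromosome 11 of CCL218 the window from PPP1CA to COA4, which runs past the higher segment, had 9 of 11 above it (0.38). Across genes, which are not independent replicates, a gene's ratio correlated with the median of its 10 nearest neighbours at r = 0.44 in OVCAR3 and r = 0.60 in CCL218. The highest of 1000 shuffles of gene order gave 0.088 and 0.125.

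**Figure D3:**
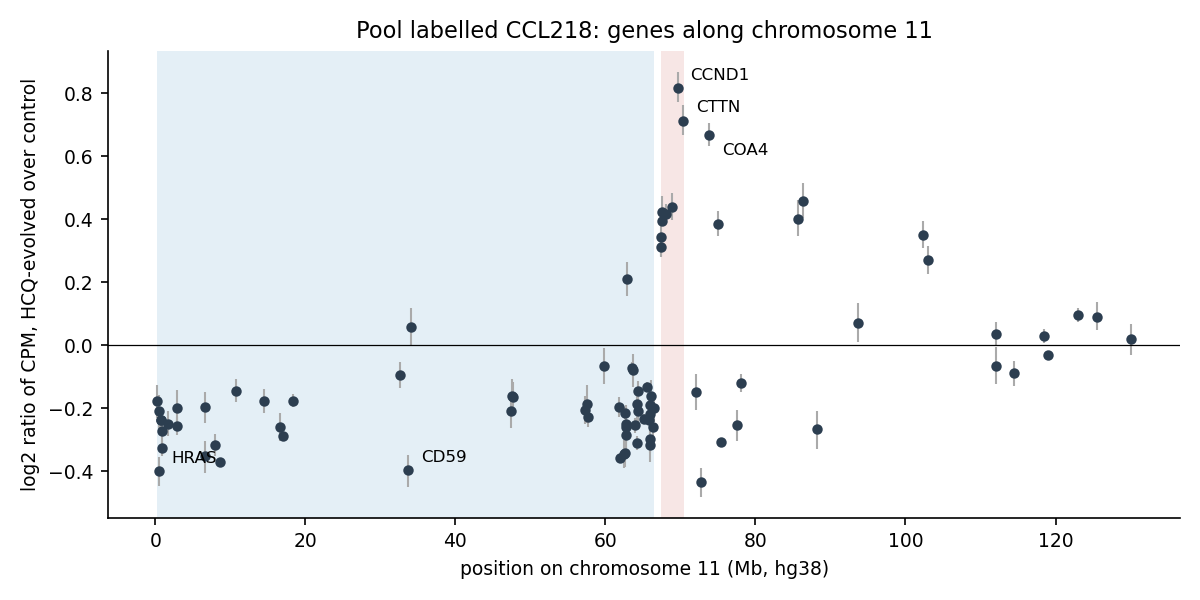
Log2 ratio of HCQ-evolved over control of each measured gene along chromosome 11 (Mb, hg38) in the pool labelled CCL218, with 95% counting intervals as grey lines. The blue segment (0.2 to 66.5 Mb) had a median of -0.22, and the red segment (67.4 to 70.4 Mb), which holds CCND1 and CTTN, a median of 0.42.

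The ratios of both lines were also compared with each other. Over the 1230 genes in both tables they correlated at r = -0.15 (Spearman rho -0.13, across genes), and 43.3% of genes had the same sign. Sign was taken around 0, while the median ratio of all genes was -0.022 in OVCAR3 and 0.036 in CCL218. Such opposite offsets can lower the share of equal signs, so this share adds little to the correlation. ARPC1B and the medians of ribosome biogenesis and of chromosomes 7 and 13 were among the values with opposite signs, while chromosome 22 was higher in both.

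Per-cell scores showed how the chromosome differences were spread over cells. Control cells of OVCAR3 fell into 2 ranges of the chromosome 7 score, and 384 of 789 (48.7%, exact interval 45.1 to 52.2%) lay in the range where 691 of 712 HCQ-evolved cells (97.1%) lay. In CCL218 the range of most HCQ-evolved cells held 52.7% of control and 89.7% of HCQ-evolved cells for chromosome 6, and 61.9% and 95.9% for chromosome 13. For the 11p to 11q13 segment these shares were 30.6% and 92.3%, and for the 11q13 segment 31.8% and 90.4%. OVCAR3 chromosome 13 (72.6% and 93.5%) and the segment at the end of chromosome 9 (63.9% and 86.7%) overlapped more. These ranges are not called cell types here, and between 2.92% and 9.59% of the cells lay near a boundary. In control cells a fit of 2 ranges over 1 gained 0.48 per cell in BIC, a penalised measure of fit, for OVCAR3 chromosome 7. The gain was only 0.012 for the segment at the end of chromosome 9 and 0.047 for the 11q13 segment. Within HCQ-evolved OVCAR3 cells the chromosome 22 score had a second, higher range that held 28.7% of them.

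**Figure D4:**
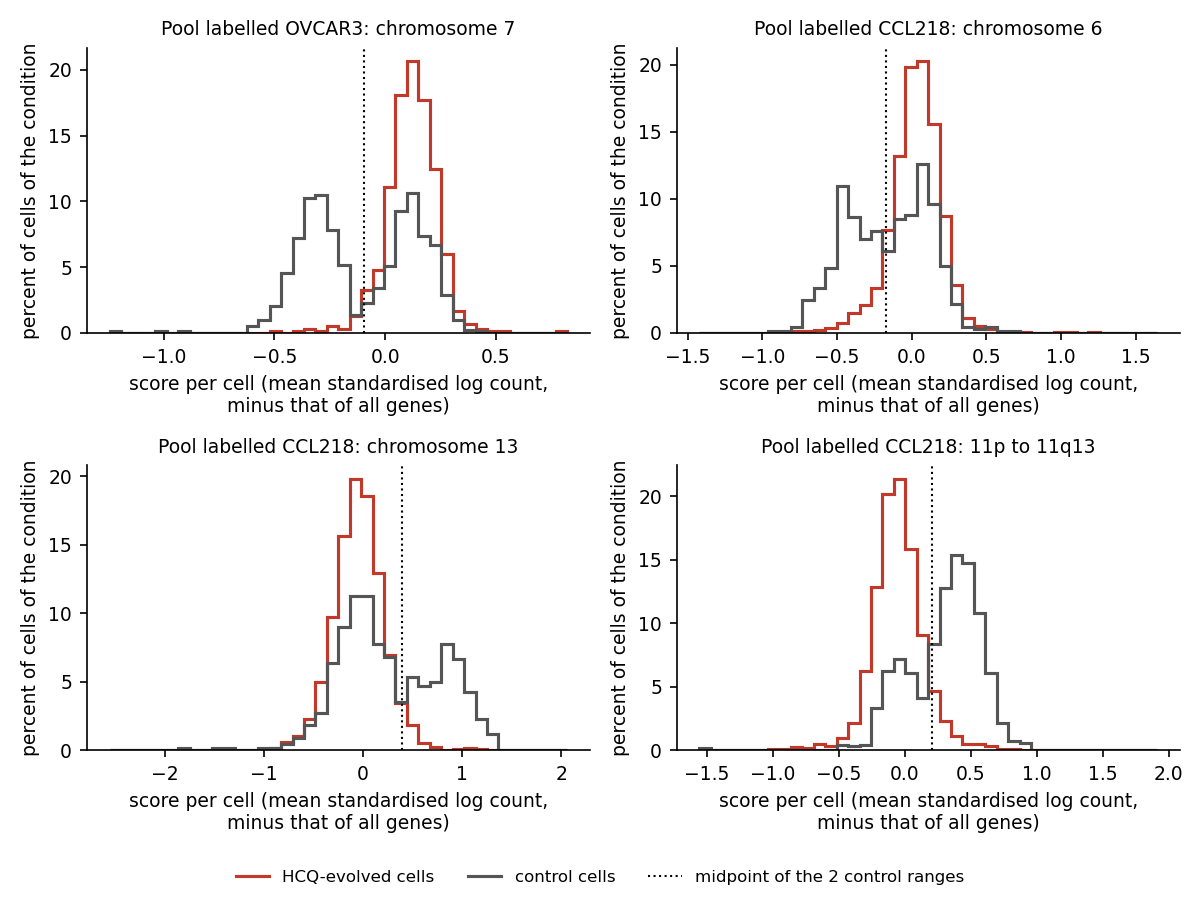
Percent of control (grey) and HCQ-evolved cells (red) by per-cell score of a chromosome or segment, which is the mean standardised log count of its genes minus that of all genes, with the midpoint between the 2 control ranges dotted. In the pool labelled OVCAR3, 48.7% of control and 97.1% of HCQ-evolved cells lay above the midpoint for chromosome 7.

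The comparison of CCL218 with OVCAR3 asked how far the lines differed at baseline, with log2 ratios here of CCL218 over OVCAR3 and CPM over the 1230 shared genes. In control cells LGALS4, an intestinal galectin, had the highest ratio, at 410 CPM in CCL218 and 146 CPM in OVCAR3 (1.48, interval 1.42 to 1.55; chromosome 19, 38801671 to 38812945). The tetraspanin TSPAN8 (0.79), MARCKSL1 (0.73), ISG15 (0.65), UBE2S (0.65), TMEM54 (0.62), FABP5 (0.60) and the tight junction genes CLDN7 (0.56) and CLDN3 (0.54) followed. The ISG15 value rests on few cells, since 6 of 657 CCL218 control cells held 37.7% of its counts and the median per cell was 5 in both lines. The metallothioneins MT2A (-1.22; chromosome 16, 56608584 to 56609497) and MT1E (-0.82) were lowest, with AHNAK (-0.81), RPS17 (-0.71), TMSB4X (-0.66) and DCBLD2 (-0.61). Epithelial markers were higher in CCL218 in 5 of 6 (median 0.20, percentile 97.8) and NRF2 targets in 8 of 9 (0.18, 98.2). Endoplasmic reticulum chaperones were lower in 8 of 9 (-0.18, 0.13) and glycolysis genes in 6 of 9 (-0.13, 1.85).

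Among HCQ-evolved cells the lines stood farther apart. LGALS4 (1.94), CCND1 (1.53), COA4 (1.23) and TSPAN8 (1.11) were highest in CCL218, and AHNAK (-1.39), RPL21 (-1.36), GTF3A (-1.21), SNCG (-1.14) and CRIP1 (-1.05) lowest. Heat shock (0.35, percentile 99.97), proteasome (0.30, 99.8), telomere (0.38, 99.8) and epithelial lists (0.37, 99.7) lay above the random range and actin genes below it (-0.14, 0.11). The 90th percentile of the absolute ratio was 0.34 in control (0.34 to 0.35) and 0.51 in HCQ-evolved cells (0.50 to 0.51). Relative to all genes, chromosome 13 stood lower in CCL218 by a median ratio of -0.33 in control and -0.58 in HCQ-evolved cells. Across genes the control profiles of the lines correlated at r = 0.989 on log2 CPM, against 0.997 between the conditions of OVCAR3 and 0.995 between those of CCL218.

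**Figure D5:**
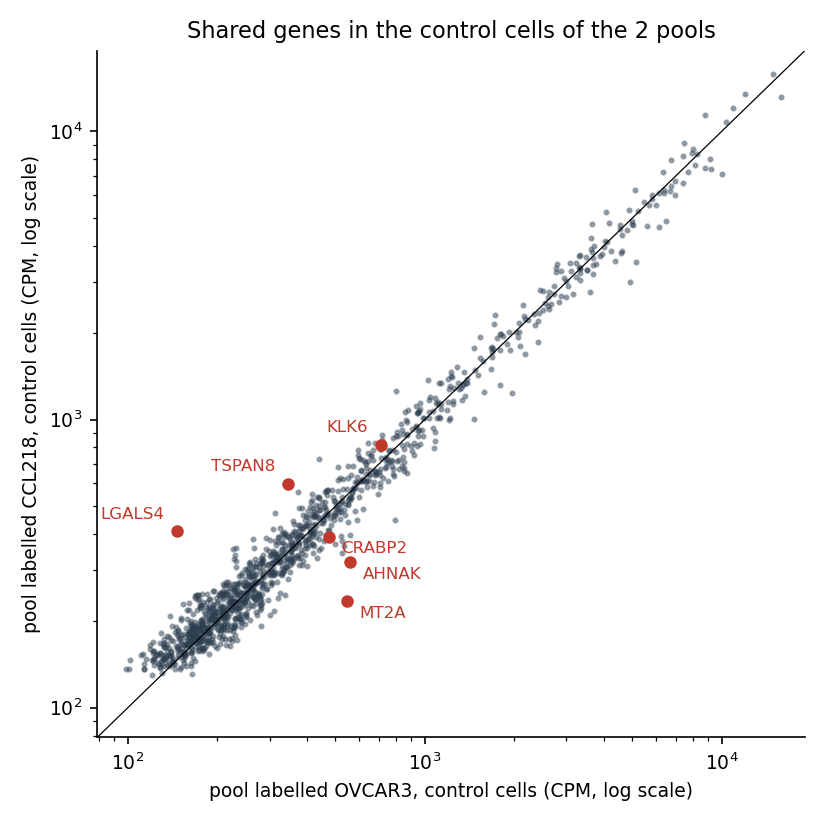
CPM of the 1230 shared genes in control cells of the pools labelled OVCAR3 and CCL218, both axes on a log scale, with equal levels on the line. LGALS4 lay at 146 and 410 CPM and MT2A at 548 and 234, while most genes lay close to the line (r = 0.989).

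Markers fixed for the tissues were few in the tables. Of 14 ovarian markers KLK6 and CRABP2 were measured, in both lines. KLK6, a kallikrein protease, stood at 712 CPM in OVCAR3 and 816 CPM in CCL218 control cells, and CRABP2, which binds retinoic acid, at 474 CPM in OVCAR3 with a CCL218 over OVCAR3 ratio of -0.27. Of 14 colorectal markers LGALS4 and KRT20 were measured in OVCAR3 and LGALS4 alone in CCL218. Of genes looked up after their values were seen, TSPAN8 had a count in 97.6%, AGR2 in 95.8% and WFDC2 in 77.2% of OVCAR3 control cells, and S100P in all of them. WFDC2 and KRT20 were not in the CCL218 table, and KRT7, also looked up, was in neither table. Such absence is no evidence that a gene was silent. In OVCAR3 control cells 75.4% had a count of LGALS4 (595 of 789, exact interval 72.3 to 78.4%) and 710 of 789 one of KRT20, at a median depth of 23973 counts per cell. In CCL218 control cells 95.4% had a count of LGALS4 at a median of 23528. Fibroblast and endothelial markers were absent from both tables, and the leukocyte list held LYZ alone, at 1534 CPM in OVCAR3 and 1931 CPM in CCL218 control cells. Counts from free RNA in droplets were not separated from those of cells, and no cell type without these genes gave a background share.

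The study described its clusters as gradients, so the spread of each list over cells was measured at a fixed depth of 12582 counts. The summed share of large-subunit ribosomal protein genes varied between 19.6 and 25.7 times as much as counting predicts in the 4 groups of cells. All 4 values exceeded 99% of random lists. Glycolysis varied 12.7, 9.88, 14.3 and 13.9 times as much in the same order (percentiles 97.9, 97.6, 95.1 and 98.3). Mitochondrially encoded genes (56.7, 64.4, 78.3 and 68.6) and G2M genes (25.7, 29.5, 10.7 and 11.4) varied widely too. Among single genes the nuclear RNA MALAT1 spread most in OVCAR3 control (86.1), OVCAR3 HCQ-evolved (88.5) and CCL218 HCQ-evolved cells (84.6), with FTH1, MT-CO2 and HIST1H4C also high. In CCL218 control cells ISG15 came first (119), against 19.0 in HCQ-evolved cells.

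Cells rich in large-subunit transcripts were poor in several other programmes. Over cells of 1 library the share of these genes correlated with glycolysis at r = -0.45 and -0.48 in OVCAR3 control and HCQ-evolved cells, and at -0.37 and -0.31 in CCL218. Proteasome genes gave -0.52, -0.49, -0.55 and -0.50, and heat shock genes -0.38, -0.42, -0.42 and -0.40. Translation factors went the other way (0.42, 0.40, 0.28 and 0.30), and OXPHOS genes stayed near 0 but for CCL218 control cells (-0.20). Shares of 1 total are bound to trade off in part, so these values describe the cells and carry no test.

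Clustering after removal of cell-cycle scores gave 3 clusters of 1181, 235 and 85 cells in OVCAR3. The summed share of ribosomal protein genes spanned 34.4 to 34.7% over them. Their glycolysis share spanned 1.07 to 1.68%. With the same settings no resolution gave 3 clusters in CCL218, and the lowest that gave more had 4, of 1851, 1546, 805 and 308 cells. There the ribosomal share spanned 34.6 to 36.4% and the glycolysis share 1.07 to 1.94%. Some clusters of both lines held mostly control cells or mostly HCQ-evolved cells, so these shares also carry the difference between conditions. With 1000 variable genes, 15 principal components or no mitochondrial limit CCL218 gave 3 clusters. Phase scores at the fixed depth put 40.3% of control and 43.3% of HCQ-evolved OVCAR3 cells in S and 38.3% and 37.6% in G2M. In CCL218 these shares were 33.8% and 43.7% for S and 46.3% and 38.1% for G2M, from 5 and 6 measured genes. Such calls also read free RNA, and no cycling rate was drawn from them.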

Values the study reported

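The study reported an average of 24,787 mapped gene reads per cell for OVCAR3, over 831 control and 754 HCQ-resistant cells. For CCL218 it reported an average of 20,230, over 704 control and 4,008 HCQ-resistant cells. From inferred copy number it reported that HCQ-resistant cells were enriched for gains of chromosome 22 in both lines and of chromosomes 7 and 13 in OVCAR3, each with p < 0.0001, by Fisher's exact test for chromosome 22. In CCL218 it reported a gain of chromosome 6 and losses of chromosomes 11 and 13 in HCQ-resistant cells (p < 0.0001).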

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

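Matched depth and windows of genes were chosen only after the data were seen. Results were set apart here where the 2 lines stood on opposite sides of the random range in the comparison of HCQ-evolved with control cells. With 1 profile per condition in each line the difference between the lines was not tested in any of these cases.

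Ribosome biogenesis genes, led by NOP58 in OVCAR3 and DDX21 in CCL218, had a median log2 ratio of -0.15 in OVCAR3 and 0.14 in CCL218, a difference of -0.29. Heat shock genes stood at -0.12 and 0.10, a difference of -0.23, and the telomere maintenance list at -0.14 and 0.17, a difference of -0.31. The telomere list shares members such as DKC1 and GAR1 with ribosome biogenesis, so these are not separate findings. Among G1 cells alone the CCL218 side of all 3 lists fell inside the random range, at 0.071 (percentile 89.9) for ribosome biogenesis, 0.019 (54.3) for heat shock and 0.095 (95.1) for telomere maintenance. Random subsets of as many CCL218 cells also lost lists, keeping 2 to 8 of the 9 outside the range. Chromosome 7, which holds ARPC1B, stood at 0.18 in OVCAR3 and -0.09 in CCL218 relative to all genes, a difference of 0.26. In CCL218 this chromosome was split, with 11 of 11 genes from NUDT1 to TOMM7 higher (0.14) as in OVCAR3, and 0 of 11 from BUD23 to ARPC1B (-0.26). Chromosome 13 stood at 0.08 and -0.19, a difference of 0.27. Chromosome 6 stood at -0.04 and 0.13, a difference of -0.17, and its OVCAR3 value fell back inside the random range among cells of matched depth.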

How the results depend on the processing

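Alternatives changed 1 choice at a time. The settings matched depth, mean over cells, GC correction and subtraction of neighbouring genes were chosen only after the data were seen, and the others before the data were examined. Except for the loss of precision with fewer cells, the cause of a move was not tested.

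G1 cells alone (165 and 136 in OVCAR3, 116 and 700 in CCL218) changed the sign of 15 named genes. In OVCAR3 the ratios of ATP6V1F (-0.070), CENPM (-0.076), DSCC1 (-0.078), H2AFX (-0.20), HIST1H4C (-0.18), MKI67 (-0.11), NUSAP1 (-0.060) and SQLE (-0.056) changed sign. In CCL218 those of CYCS (-0.11), H3F3B (-0.050), HIST1H4C (-0.45), MAD2L1 (-0.19), SLC3A2 (-0.11), SMC3 (-0.069) and TMPO (-0.087) did. S phase lists changed sign in OVCAR3 (-0.038) and CCL218 (-0.028). G1 cells were chosen by low S and G2M scores, so moves of phase, kinetochore and histone genes are tied to that choice. Inside the random range fell DNA repair in OVCAR3 (0.14) and, in CCL218, antigen presentation (0.17), heat shock (0.019), lysosome (-0.086), proteasome (0.042), ribosome biogenesis (0.071) and telomere maintenance (0.10), while glycolysis (-0.21) and kinetochore genes (-0.22) of OVCAR3 passed below it. The 90th percentile of the absolute ratio was 0.28 in OVCAR3 and 0.26 in CCL218. Of the lists outside the range, 4 of 6 stayed outside in OVCAR3 and 2 of 9 in CCL218. Random subsets of as many cells kept 1 to 6 (median 4) and 2 to 8 (median 5). The OVCAR3 number equalled its median, and the CCL218 number lay at the lower end of its range. A loss of lists particular to G1 cells was therefore not shown.

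At matched depth CDC20 in OVCAR3 (0.094) and ISG15 in CCL218 (0.28) changed sign, and the 90th percentiles were 0.21 and 0.28. Inside the range fell DNA repair (0.065) and S phase (0.055) in OVCAR3, NRF2 (-0.042), antigen presentation (0.14) and proteasome (0.10) in CCL218, and chromosomes 20 (-0.023) and 6 (-0.027) of OVCAR3 and 1 (0.019) of CCL218. Outside it passed G2M (0.14), exocytosis (0.16) and histones (0.19) in OVCAR3, nuclear OXPHOS (-0.011) and mitochondrially encoded genes (-0.067) in CCL218, and OVCAR3 chromosomes 11 (-0.027), 14 (-0.058), 17 (-0.034) and X (-0.035). Lists kept were 4 of 6 and 6 of 9, against 4 to 6 and 5 to 9 in random subsets of as many cells.

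GC correction brought CCL218 chromosome 1 (0.0187) and OVCAR3 chromosomes 20 (-0.028) and 4 (-0.022) inside, and took OVCAR3 chromosomes 14 (-0.040) and 2 (-0.025) outside. Without ribosomal protein, histone and HLA genes CCL218 chromosome 1 (0.022) fell inside and OVCAR3 chromosome X (-0.037) outside. Minus neighbouring genes, lysosome in CCL218 (-0.039) and DNA repair in OVCAR3 (0.027) fell inside, and actin (0.060), glycolysis (-0.067) and histones (0.14) of OVCAR3 outside. With 10 expression bins OVCAR3 glycolysis (-0.081) passed outside, as did actin (0.026) and histones (0.10) with every barcode. With the mean over cells the 90th percentile of OVCAR3 was 0.19 and HIST1H4C in CCL218 changed sign (-0.056).

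Between the lines the 90th percentile in control cells was 0.33 with median-of-ratios scaling, with a prior of 5 CPM and without mitochondrial and ribosomal protein genes, where it was 0.49 in HCQ-evolved cells. Without thinning the spread of glycolysis was 24.2 and 18.2 in OVCAR3 control and HCQ-evolved cells and 28.3 and 21.6 in CCL218, and that of the large ribosomal subunit 51.4, 46.0, 53.6 and 32.5. Glycolysis fell back inside the range in OVCAR3 control cells at 6291 counts (6.90), with every barcode (12.8) and in cells with neither phase score above 0 (12.8), and under that last choice in HCQ-evolved cells of OVCAR3 (9.21) and CCL218 (18.4). Without regression of phase scores the ribosomal share differed by 5.63 percentage points between CCL218 clusters.

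With 10 expression bins the comparison of the lines in control cells lost glycolysis (-0.13) and gained proteasome (0.14). Over all lists the spread over cells lost its place above or below the random range in 16 cases and gained one in 4, the glycolysis cases above included. Of chromosome values 170 stayed the same, of list values 321, of list pairs over cells 116 with 4 moved, and of phase shares 8. Of named genes 852 stayed and 320 moved between conditions, and 837 stayed and 278 moved between lines. No paired analysis was possible because the tables do not name the culture of origin of a cell. For the same reason a second test tool, a replicate block and leaving out each pool were not run. Leaving out the filter on low counts, requiring 20 CPM of list members or 50 CPM of chromosome genes removed no gene and gave no separate value.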

Other observations

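Matched depth, GC correction and the tests of copy number between neighbouring genes, of a control hashtag as the whole cause and of both explanations for the likeness of the pools were chosen only after the data were seen, as was the bound for abundant gene families, whose setting was planned. CCND1 and CTTN, which drive the cell cycle and actin remodelling, led the CCL218 ratios, while genes of 11p, such as HRAS and CD59, were lower. They lie in a block of 8 higher genes whose bounds were set where the sign of the ratio switched. S100A2, MYC and SNCG stood apart from their neighbours instead. ARPC1B, which lies on chromosome 7, was higher in OVCAR3 (0.36) and lower in CCL218 (-0.37), where chromosome 7 was split.

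Whole chromosomes stood apart between HCQ-evolved and control cells. Tests covered the 7 shifts that the study named, on chromosomes 7, 13 and 22 of OVCAR3 and 6, 11, 13 and 22 of CCL218. Each kept at least 0.92 of its size among cells of matched depth and 0.96 without ribosomal protein, histone and HLA genes. After GC correction each kept at least 0.97. This argues against all 3 as the cause of these 7 but not of smaller shifts, some of which fell inside the random range. For depth the limit is that totals could still differ between conditions inside the matched range. Neighbouring genes correlated at r = 0.44 and 0.60, above every shuffle. Any shift of whole chromosomes gives such a correlation, so it adds no separate evidence on the cause. A difference in copy number of chromosomes or segments may underlie the shifts but was not told apart from other causes.

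Control cells were themselves spread over 2 ranges. Scores from odd and even genes correlated over control cells at 0.71 for OVCAR3 chromosome 7. For CCL218 chromosomes 6, 11 and 13 they did so at 0.63, 0.38 and 0.68, all above random sets. Chromosomes 1, 2 and 12 exceeded random sets too, at 0.57, 0.45 and 0.50 in OVCAR3 and 0.35, 0.53 and 0.30 in CCL218. Control cells may differ in copy number from each other, but this test cannot decide it, since the comparison chromosomes exceeded random sets too. Within CCL218, chromosome 2 also exceeded chromosome 11, which was scored whole although its 2 segments went opposite ways. The gain in BIC per cell of 2 ranges over 1 was 0.48 in control cells for OVCAR3 chromosome 7. For CCL218 chromosomes 6 and 13 and the 11p to 11q13 segment it was 0.16, 0.22 and 0.16. For chromosomes 1, 2 and 12 of both lines it lay between -0.026 and 0.008. These values describe 2 ranges and not their cause. In CCL218, HCQ-evolved cells with a control hashtag could not be the whole cause. There 52.0% of control cells HCQ-like for chromosome 6 (180 of 346) were control-like for the 11p to 11q13 segment. For OVCAR3 chromosome 7 this explanation was not tested. Doublets were argued against by total counts only 1.08 times as high. For the 125 of 657 control cells that were HCQ-like everywhere, a slope of 0.51 (0.42 to 0.60) toward HCQ-evolved cells cannot be told apart from a mislabelled share.

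The pools labelled OVCAR3 and CCL218 had nearly the same profile. A candidate explanation is that colorectal cells were in the pool labelled OVCAR3, as both measured colorectal markers had a count in at least 75.4% of its control cells. Both measured ovarian markers, KLK6 and CRABP2, also had a count in 99.7% and 98.9% of control cells of the pool labelled CCL218. KLK6 was higher in CCL218 (816 CPM) than in OVCAR3 control cells (712 CPM), so this marker did not tell the labels apart. The marker shares therefore give no direction of mixing. No background share was measured, so free RNA or expression by the line itself would give such counts too. Tables restricted to genes that both lines use may also give the likeness, as 99.2% of the CCL218 genes were in the OVCAR3 table, and the explanations cannot be told apart without a reference pair of lines. The study describes STR profiling of its cells, which is not in these tables, and for this likeness no biological explanation was tested.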
